A study of Mus musculus with 50 samples. Its data were reported in "Guiding T lymphopoiesis from pluripotent stem cells by defined transcription factors" (2019).

How the data were processed

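The series held 50 single mouse cells of 1 kind, hemogenic endothelial cells made in culture from embryonic stem cells (iHECs). The stem cells carried a Runx1 cassette that doxycycline switches on (iRunx1), and the cells were sorted by the study as CD31+CD41lowCD45−c-kit+CD201high. The cDNA of each cell was amplified with a whole-transcriptome kit and made into a sequencing library. No unique molecular identifiers were named, so amplified copies of one molecule were not told apart. The authors checked the amplified cDNA by qPCR of B2m and Gapdh, aligned the reads to the mouse genome mm10 with HISAT2 and estimated expression with StringTie. The series text and the paper's methods name different sequencers, and which one applies to these cells was not settled.

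The deposited values are TPM (length-scaled transcript abundances on a common total) per gene and cell, as the authors estimated them. TPM keeps no sequencing depth, so the depth of each cell is unknown and no value could be thinned to a common depth. The table holds 11879 gene rows with no repeated symbol, and the rule by which the rows were selected was not stated. The columns summed to between 942975 and 970894 TPM, so these rows carried between 94.3% and 97.1% of the TPM of a cell. No 2 columns were identical. A total of 515 rows (4.34%) were listed at 0 in all 50 cells. Of the 304 rows with a median TPM of 500 or more, 2 were at 0 in at least 1 cell, while Hprt was at 0 in 3 cells and Tbp in 13, so a value of 0 is described below only as listed at 0.

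Gene coordinates were taken from GENCODE mouse release M21 on GRCm38, the assembly that mm10 names. Of the row symbols, 11206 were found there, 602 more were matched through a single RefSeq synonym, and 71 (0.598%) were not matched. The symbol Sfpi1 in the table is the older name of Spi1. Genes of the lists below with no row in the table were not analysed here. Values of 1 Hox gene are not reported here by name, and it is left out of the plot of Hox genes, but it is included in the counts and medians over Hox rows.

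A gene was counted as expressed in a cell at TPM above 1, the level the study used for its own map of cells. For each gene the number of cells above that level was given with its share of the 50 cells and an exact Clopper-Pearson 95% interval. For a count of 0, 3 counts of 50 gave an upper limit of 6%, which is lower than the upper bound of the two-sided exact interval. These intervals and limits cover counting error over cells only. The median and range of TPM and the mean of log2(TPM + 1) were taken over the cells. The labels name no animal, donor or culture, so the 50 cells are 1 sample with no replicate. No significance test over replicates was made. The tests of the closing section set values against criteria. They, and the share of random gene sets given there, describe these 50 cells only. Titles carry 2 numbers, whose meaning the labels do not give. The first takes the values 1 to 4, with 11, 14, 13 and 12 cells, and values for each were given as ranges.

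Before the deposited values were examined, the gene lists, the level for expression and the main alternatives were fixed. The study's heat map of its 8 screened factors in these cells had been seen by then, and no value was taken from it. The named genes were the 8 factors screened by the study, the sort markers, 9 endothelial and 10 hematopoietic genes the study plotted, B2m and Gapdh, Hox genes above TPM 1 in at least 10% of cells, the 10 genes with the highest median TPM outside ribosomal protein and mitochondrial genes, and the 10 genes with the largest SD of log2(TPM + 1) among genes in 20% to 80% of cells. The study chose the 8 factors on these same cells, so their low shares here are not independent evidence. Marker lists for endothelial, blood, erythroid, megakaryocyte, myeloid, mesenchymal and pluripotent cells were fixed at the same time. Other gene names, such as the Y-linked genes, Coro1a, Gata2 and Lmo2 in their relation to Runx1, were chosen after their values were seen. Cells were not clustered, no doublet caller was run and no cell was left out.

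Alternatives were TPM above 0, 5 or 10, a pseudocount of 0.1, each first title number left out in turn, and TPM rescaled without the 85 ribosomal protein rows. A share was taken as kept where it stayed within its exact 95% interval. A median share over several genes was given the interval of a single gene with that share, which is a loose limit for a median. A count of genes was taken as kept within 1.5 times, and the median number of genes per cell within the SD of the 4 medians of the first title numbers. For correlations over cells, Spearman's rho was used as a description. Of each test in the closing section, the criterion was written down beforehand unless stated otherwise, and the value was recomputed with each first title number left out in turn. An explanation was called excluded or met only where all these values lay on the same side of the criterion. That last rule was chosen after the values were seen.

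The correlation step was tested on simulated data, in which 200 of 9104 genes were made to follow a driver over the 50 cells, and 100% of them exceeded the 95th percentile of the others. The simulated dependence was strong, and each of the other genes was shuffled over the cells on its own. This recovery therefore does not show whether rho values as small as those given below would be found. For the ratio of low values between cells, taken within genes, a simulated ratio of 1 over 200 genes was recovered as 0.841 and a ratio of 3 as 3.17. The ratios given below were instead pooled over 9 and 55 genes, and taken within genes they were 2.37 and 2.35. The simulation does not show the error of ratios over so few genes. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.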

Results

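Single-cell RNA-seq of iRunx1-iHECs gave 50 cells of 1 group. There was no second group in these data, and the embryonic pre-HSCs with which the study set these cells side by side were not analysed here. Sequencing depth is unknown from TPM, so the number of genes above TPM 1 was used to describe each cell. The median cell had 6224 genes above TPM 1. The lowest cell, cell 4-6, had 2400 and the next lowest had 4326, while the highest had 8615. The medians for the 4 first title numbers lay between 6086 and 6243. A level of TPM 10 moved the median the most of all alternatives, to 5280 genes, and counting every value above 0 raised it to 6835. The 10 most abundant genes of a cell carried a median of 7.08% of its TPM, with a range of 6.00% to 12.1%. The genes that the study used for quality control, B2m and Gapdh, were above TPM 1 in 50 of 50 cells, at median TPM of 1842 and 313. Outside ribosomal protein and mitochondrial genes, those with the highest median TPM were Ftl1 (8304), Mest (7504), Actb (7393), Ppia (6044) and Tmsb4x (5848). Eef1a1, Mif, Tmsb10, Ldha and Aldoa followed.

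The first question was whether the induced factor was present in each cell. Runx1 (GRCm38 chromosome 16, 92601466 to 92826149, minus strand) was above TPM 1 in 43 of 50 cells, or 86% (95% interval 73.3% to 94.2%). Its median was 132 TPM, and the values ran from 0.16 to 913 TPM. The mean of log2(TPM + 1) was 6.04. The share was between 75% and 92.3% across the first title numbers. Runx1 was above 0 in 50 of 50 cells, so 7 cells had a value above 0 and at or below TPM 1, and 27 cells were above 100 TPM. The values per gene do not separate transcripts of the inserted cassette from those of the endogenous gene.

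The study next asked which transcription factors these cells lack, and took 8 of them into a screen: Ikzf1, Hlf, Setbp1, Nkx2-3 and the Hoxa genes Hoxa5, Hoxa7, Hoxa9 and Hoxa10. The median share of cells above TPM 1 over the 8 genes was 4%, and the highest was 8%. Counting every value above 0 raised this median to 8%, and a level of TPM 10 lowered it to 1%. Hoxa5 (chromosome 6, 52201754 to 52204587) was above TPM 1 in 4 of 50 cells (8%, 95% interval 2.22% to 19.2%), with a highest value of 27.7 TPM. Ikzf1 (chromosome 11, 11685003 to 11772926) was also above TPM 1 in 4 cells, with a highest value of 27.7 TPM. Hoxa10 (chromosome 6, 52231197 to 52240854) and Setbp1 (chromosome 18, 78750380 to 79109391) were each above TPM 1 in 3 cells (6%, 1.25% to 16.5%). Nkx2-3 (chromosome 19, 43612325 to 43615892) exceeded TPM 1 in 1 cell, where it reached 80.7 TPM. That cell has the first title number 3, and without the cells of that number the share of Nkx2-3 was 0%. Hoxa7 (chromosome 6, 52214491 to 52221854) was listed at 0 in all 50 cells. Hoxa9 (chromosome 6, 52223100 to 52231089) and Hlf (chromosome 11, 90336536 to 90390895) did not exceed TPM 1 in any cell, and their highest values were 0.57 and 0.08 TPM. By the rule of 3 counts, a count of 0 of 50 cells allows a share of up to 6%, and the upper bound of the two-sided exact 95% interval for such a gene is 7.11%. Hoxa9 was above 0 in 8 cells, however, and Hlf in 1.

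**Figure D1:**
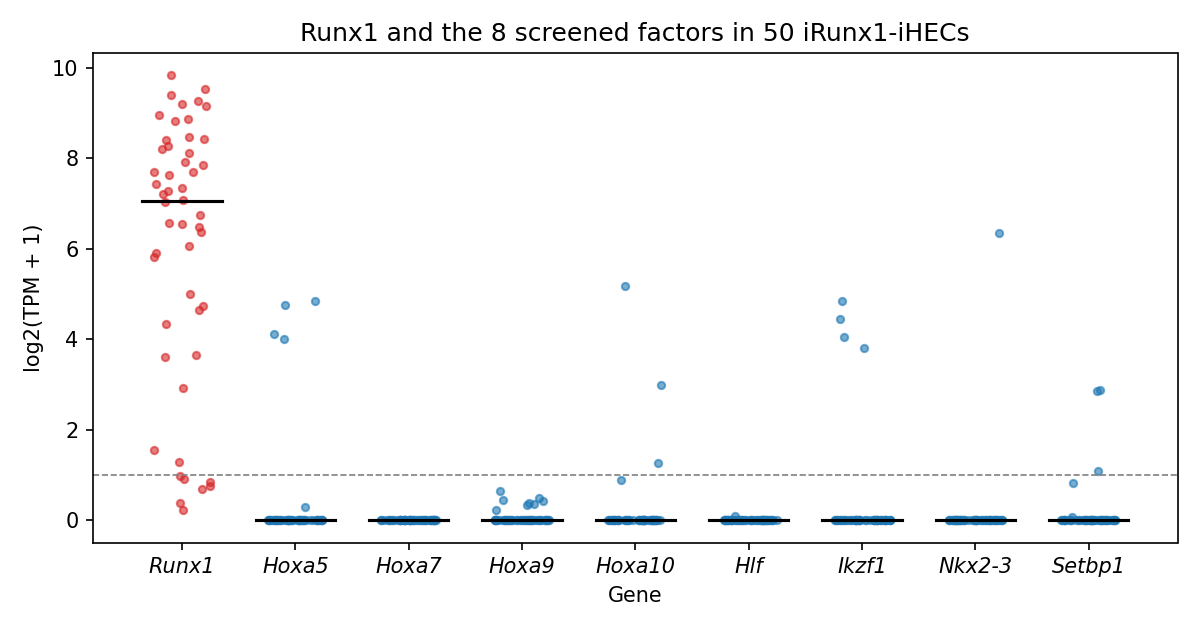
Each point is 1 of 50 iRunx1-iHECs, the vertical axis is log2(TPM + 1) of the gene named on the horizontal axis, black lines are medians over cells and the dashed line marks TPM 1. Runx1 is above the line in 43 cells, whereas none of the 8 screened factors is above it in more than 4 cells.

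Counted per cell, 13 of 50 cells had at least 1 screened factor above TPM 1 (26%, 95% interval 14.6% to 40.3%). Of these, 11 cells had 1 factor and 2 cells had 2. Of the 400 pairs of a screened factor and a cell, 15 were above TPM 1 (3.75%) and 372 were listed at 0. With every value above 0 counted, the share of cells with any factor was 48%. Runx1 was higher than the highest screened factor of the same cell in 47 cells and lower in 3. These counts include the 7 cells with Runx1 at or below TPM 1, where a higher value does not mean that Runx1 was counted as expressed.

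The Hox genes were then examined as a family. The table held 18 rows of Hox genes, and 8 of them were above TPM 1 in at least 10% of cells. Among the 6 Hoxb rows there were 5 such genes. The median share of cells was 6% over the Hoxa rows and 38% over the Hoxb rows. Hoxb5 (chromosome 11, 96303336 to 96306121) was above TPM 1 in 40 cells (80%, 66.3% to 90.0%) at a median of 37.2 TPM, and Hoxb2 (chromosome 11, 96350525 to 96354012) in 32 cells (64%, 49.2% to 77.1%). Hoxb4 and Hoxb7 were each above TPM 1 in 19 cells, Hoxb6 in 15 and Hoxd8 in 10. Within the Hoxa cluster, Hoxa13 (chromosome 6, 52257694 to 52260880) was above TPM 1 in 18 cells (36%, 22.9% to 50.8%). The interval of Hoxa13 did not overlap that of Hoxa9, a gene of the same cluster, which was 0% to 7.11%.

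**Figure D2:**
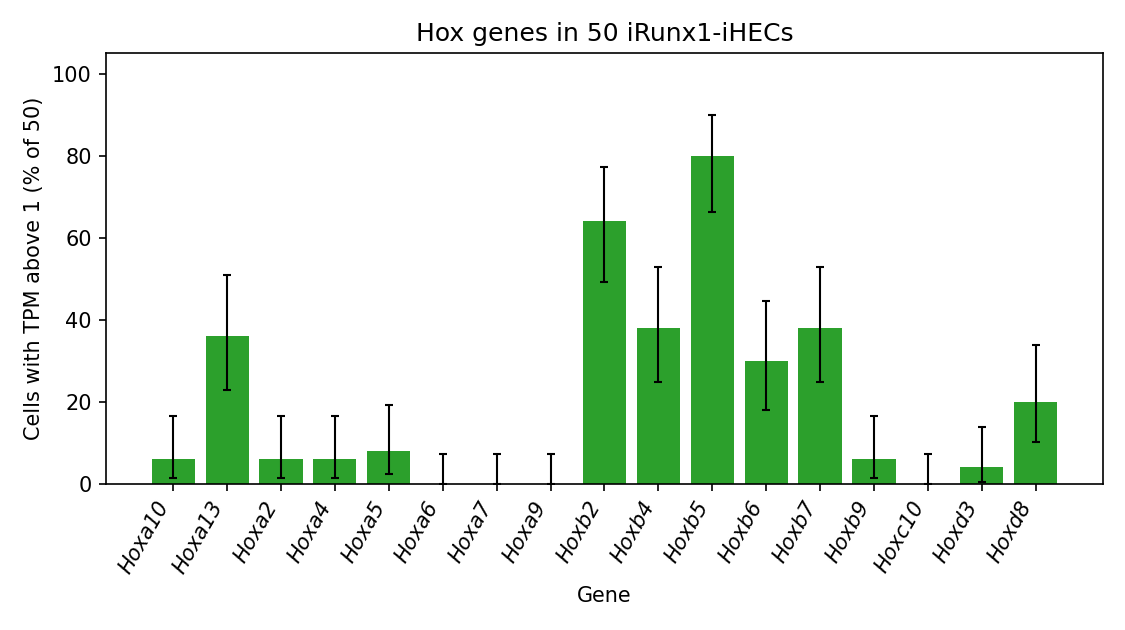
Bars give the percentage of the 50 cells with TPM above 1 for each Hox row reported, and error bars are exact 95% Clopper-Pearson intervals for counting error over cells. Hoxb5 (80%) and Hoxb2 (64%) have the highest bars, and Hoxa6, Hoxa7, Hoxa9 and Hoxc10 are at 0%.

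The cells were sorted on surface proteins, and the transcripts of these proteins were measured next. Pecam1 (CD31) and Procr (CD201) were above TPM 1 in 50 of 50 cells, with medians of 326 and 314 TPM. Kit was above TPM 1 in 47 cells (94%, 95% interval 83.5% to 98.7%) at a median of 40.8 TPM. The median share over these 3 genes was 100%. Itga2b (CD41), for which cells of low staining were taken, was above TPM 1 in 40 cells (80%, 66.3% to 90.0%) at a median of 43.0 TPM. Ptprc (CD45), against which the sort selected, was listed at 0 in all 50 cells. Pecam1, Kit and Procr were above TPM 1 together in 47 cells.

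To describe the endothelial side of the cells, 9 genes plotted by the study were measured. Their median share of cells was 82%, between 75% and 92.3% across the first title numbers. Cdh5 (chromosome 8, 104101625 to 104144511) and Esam (chromosome 9, 37528078 to 37538319) were above TPM 1 in 50 of 50 cells (95% interval 92.9% to 100%), at medians of 140 and 516 TPM, and Tek was above TPM 1 in 49 cells. Of the artery-related genes, Nrp1 was above TPM 1 in 41 cells, Efnb2 in 35 and Hey1 in 14. Of the vein-related genes, Ephb4 was above TPM 1 in 45 cells, Nrp2 in 36 and Nr2f2 in 19. In 43 cells at least 1 gene of each kind was above TPM 1. Hey1 ranged from 0% to 42.9% of cells across the first title numbers. The median share over the 9 genes rose to 94% when every value above 0 was counted.

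Of the transcription factors of endothelial and hematopoietic development that the study plotted, Runx1 and Hoxa9 are given above, and the other 10 had a median share of 81%, between 70.8% and 85.7% across the first title numbers. Fli1 (chromosome 9, 32422204 to 32542861) was above TPM 1 in 50 of 50 cells at a median of 101 TPM. Sox7 followed with 47 cells, Lyl1 with 43, Mycn and Gata2 with 41 each and Hoxb5 with 40. Erg was above TPM 1 in 38 cells, Lmo2 in 33 and Tal1 in 29. Bcl11a was above TPM 1 in 14 cells (28%, 95% interval 16.2% to 42.5%). The intervals of Bcl11a and of Hoxa5 overlapped. Both genes were measured in the same 50 cells, so this overlap does not test whether their shares differ.

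**Figure D3:**
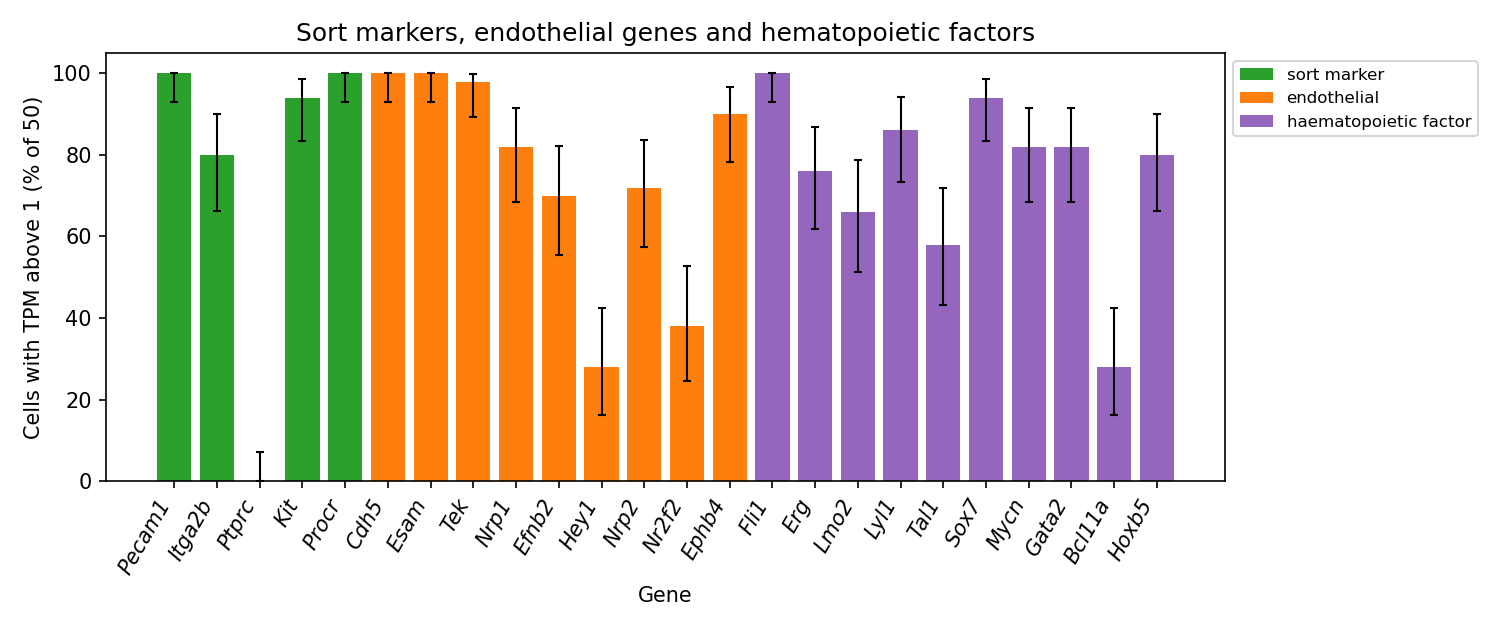
Bars give the percentage of the 50 cells with TPM above 1 for the sort markers, the endothelial genes and the hematopoietic factors, and error bars are exact 95% Clopper-Pearson intervals for counting error over cells. Pecam1, Procr, Cdh5, Esam and Fli1 are at 100%, Hey1 and Bcl11a are at 28%, and Ptprc is at 0%.

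Among genes above TPM 1 in 20% to 80% of cells, the 10 with the largest spread from cell to cell were Tyrobp, Igfbp3, Fabp5, Ube2c, Sfpi1, 8430408G22Rik (now named Depp1), Trf, Cav1, Ccnb1 and S100a16. The SD of log2(TPM + 1) over cells was 3.91 for Tyrobp and 3.64 for S100a16. Tyrobp was above TPM 1 in 27 cells and reached 1917 TPM, while Sfpi1 was above TPM 1 in 24 cells and reached 3843 TPM. Ube2c and Ccnb1, which act in cell division, were above TPM 1 in 28 and 25 cells, but above TPM 5 in only 15 and 18.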

Values the study reported

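The study described the screened factors as hardly expressed in iRunx1-iHECs. For iHECs of another line, which carried Runx1 together with Hoxa9, it counted cells with expression of single genes out of 70 cells. It reported Cdh5 in 70 and Esam in 57 of those 70 cells, and Procr in 32. Among transcription factors it reported Fli1 in 66, Mycn in 65, Lmo2 in 49, Erg in 42 and Sox7 in 38 of the 70 cells. Hoxb5 was reported in 24 of them and Bcl11a in 11.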

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

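The alternative that left out cells with fewer than 5000 genes was chosen after seeing the data. The others were planned. The cause of the changes was not tested, except that a lower or higher TPM level by construction counts more or fewer values.

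With every value above 0 counted, the median number of genes per cell was 6835, the share of cells with Runx1 was 100%, the share with any screened factor was 48% and the median share of the endothelial panel was 94%. The other 4 main results stayed within the limits given in the methods under that level. For the median share of the screened factors these limits are wide. It was 4% at TPM above 1, 8% with every value above 0 counted, 3% at TPM above 5 and 1% at TPM above 10. The median number of genes was 5709 at TPM above 5 and 5280 at TPM above 10, and the other 7 main results stayed within these limits at both levels. Leaving out the 7 cells with fewer than 5000 genes gave a median of 6390 genes and kept the other 7 results within the limits.

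Leaving out the cells of each first title number in turn kept all 8 main results within the limits. Under these settings the share of cells with Runx1 was 83.8% to 89.5%, the share with any screened factor 23.1% to 31.6%, the median share of the screened factors 2.703% to 3.947%, and that of the hematopoietic factors 77.8% to 84.2%. Rescaling without ribosomal protein rows also kept all 8 within the limits, with Runx1 in 90% of cells and any screened factor in 28%.

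Of the 68 shares of single named genes, 14 rose beyond their interval with every value above 0 counted (Hoxa9 among them, from 0% to 16% of cells), 6 fell at TPM above 5 and 14 fell at TPM above 10. Those that fell at TPM above 5 were Tal1 and the variable genes Igfbp3, Fabp5, Ube2c, 8430408G22Rik and Cav1. After the rescaling 16 of the 68 shares rose, by at most 8 percentage points, and each stayed within its interval. Leaving out first title number 2 moved 1 share beyond its interval (Tek, to 100%), and leaving out number 3 moved 1 (Nkx2-3, to 0%). Leaving out the cells with fewer than 5000 genes also moved 1 (Lyl1, from 86% to 95.3%). With a pseudocount of 0.1, the mean log2 value of 21 of 68 genes fell by more than the SD over cells, and the rest moved less. Of the 10 most variable genes, 6 were also among the 10 when no filter on the share of cells was used. Of the 10 most abundant genes, 7 were also among the 10 when all genes were kept.

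Leaving out cells with fewer than 2000 genes removed 0 cells, and no gene symbol was repeated, so both of these choices left every value as it was. The table held 0 mitochondrial rows and 0 Rn45s rows. No paired analysis was possible because there was 1 group. Depth limits what a low share can show: with TPM alone, a gene below detection in a cell cannot be separated from a gene that was off.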

Other observations

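The tests on transcription factor yield, on a high Hoxa9 cell, on cells with several Y-linked genes, on random sets of genes, and on Gata2 and Lmo2 were chosen only after the result was seen. Cells are not replicates, so each rho over cells describes these 50 cells. No biological explanation was tested against a second group, since the data hold 1 group.

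The low shares of the screened factors were set against 2 technical explanations. A low yield of transcription factor transcripts in every cell is argued against by the median share of the hematopoietic factor panel, 81% of cells. The number of screened factors in a cell had a rho of 0.0656 with the number of genes above TPM 1, under the 0.3 that a low number of measured genes was set to give. Loss of these particular transcripts, from low levels or in the selection and estimation of the deposited values, stays open.

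Low values raised the question of reads assigned to the wrong cell. Of values above 0, 9.84% were at or below TPM 1. Only 9 genes were above 10 TPM in exactly 1 cell and at 200 TPM or more there. For these genes a low value was one above 0 and up to 10 TPM. Of such values, 48.5% lay in cells sharing a title number with the high cell, while such cells made up 29.3% of all pairs of a gene and a cell. Values above 0 and up to 10 TPM were found in 12.4% of the pairs that share a number and in 5.45% of those that share none, a ratio of 2.28. These are too few genes to decide. A wider test, set up after that outcome but before its own, used 55 genes high in 1 to 5 cells and a narrower definition, values above 0 and up to 1 TPM, so its ratio is not comparable with the first. Such values were found in 6.73% of sharing cells and in 3.18% of cells sharing no number, a ratio of 2.118. This passed the criterion of 2, but the ratio was between 1.451 and 2.799 with single first title numbers left out. Across 5469 genes, the share of cells at or below TPM 1 that were above 0 rose with the mean level of the gene with a rho of 0.301. This passed the criterion of 0.3 narrowly, and the rho was between 0.257 and 0.272 with single first title numbers left out. Wrongly assigned reads may therefore contribute to values at or below TPM 1, but true low expression would raise the same rho, and the tests do not separate the explanations.

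Hoxa9 was above 0 in 8 cells without exceeding TPM 1. Of 96 genes with values above 0 that never exceeded TPM 1, 6 were above 0 in at least 8 cells, Hoxa9 included. Reads from a high cell of this table are argued against by its highest value, 0.569 TPM. Libraries outside the table that shared a sequencing run, such as cells with an added Hoxa9, were not analysed here and stay open. For Hoxa13, the highest cell was 2.69 times the median of the cells above TPM 1, far under the 20 times set for reads from 1 high cell. Why Hoxa13 was above TPM 1 in 18 cells while Hoxa9 and Hoxa7 were in 0 was not tested further.

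Runx1 levels spread widely over the cells. The first title number took 3.63% of the variance, which argues against a difference between these numbers. The rho with genes above TPM 1 per cell was 0.278, which missed the criterion of 0.3, but it was between 0.103 and 0.402 with single first title numbers left out, so a part played by the number of genes measured cannot be excluded.

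A hypothesis was that Gfi1 and Sfpi1 follow Runx1 from cell to cell. It was not borne out for Gfi1, with a rho of 0.112 and values between -0.197 and 0.541 within the first title numbers. Sfpi1 had a rho of 0.243, under the 95th percentile of 0.324 over genes in 20% to 80% of cells, and was negative within 1 first title number. With single first title numbers left out it met the criterion in some cases. Given the number of genes per cell, its partial rho was 0.287, above the 95th percentile of 0.273. That percentile was taken over the 9103 genes in at least 20% of cells, a wider set than for the rho itself. The criterion was thus missed over all cells, and whether Sfpi1 follows Runx1 stays undecided. Of 12 genes looked at by name, Gata2 (0.413) and Lmo2 (0.410) had the highest rho, and both were positive within each first title number. They were picked after all 12 were seen. Given the number of genes per cell, the lower of their partial rho values was 0.329, above the same percentile, but it was as low as 0.196 with 1 first title number left out. Shared dependence on the number of genes measured may thus account for it in part.

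The first principal component of log2(TPM + 1) carried 10.3% of the variance, and its absolute rho with genes above TPM 1 per cell was 0.965. The main difference between these cells was therefore consistent with a difference in how many genes were measured. The first title number took 7.66% of the variance of this component, against a criterion of 20%. The second component carried 3.96% and ran from cell division genes such as Ube2c, Birc5, Aurka and Ccna2 to Cav1, Kcne3, Gpihbp1 and Igfbp3.

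Y-linked genes were measured in only some cells. Eif2s3y was above TPM 1 in 9 cells, Ddx3y in 7 and Kdm5d and Uty in 6 each, while their X-linked relatives Ddx3x and Eif2s3x were above TPM 1 in 47 cells each and Xist was listed at 0 in all 50. None of the 4 Y-linked genes was above TPM 1 in 37 cells, against 27.3 expected if each gene were lost independently. That is a ratio of 1.36, within the limit of 1.5. Eif2s3y alone was above TPM 1 in 9 cells, so the limit could be passed only if the other Y-linked genes occurred in no further cells. No conclusion on independent loss is therefore drawn from this test. The genes were chosen after their single values were seen, and the limit was set before the cells were counted over the 4 genes. A test added after the distribution was seen argued against independent loss: 5 cells had at least 3 of the genes, against 0.478 expected, a ratio of 10.5. Of 10000 random sets of 4 genes in like numbers of cells, 0.03% had as many such cells, and 0.09% to 0.64% did with single first title numbers left out, which argues against cells that differ in how many of their transcripts were measured. The rho with genes per cell was 0.298, just under the criterion of 0.3, and between 0.275 and 0.314 with single first title numbers left out, so a contribution of the number of measured genes to the cells without them cannot be excluded. Cells with and without Y-linked genes were found in all 4 first title numbers, and cells with at least 1 of the genes numbered 2, 5, 4 and 2. This argues against cells of only some numbers carrying the genes. It cannot show whether their frequency differs between the numbers. Loss of the Y chromosome in part of the cultured cells is a candidate explanation that these values leave open and do not show.

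Coro1a, chosen after its values were seen, was above TPM 1 in 2, 13, 1 and 5 cells of the first title numbers 1 to 4, from 7.69% to 92.9% of cells. Its range of 85.2 percentage points was the largest among 5892 genes in 20% to 80% of cells, whose median range was 26.3 points. No explanation was tested.

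Among the marker lists, a median of 10 of 10 endothelial markers was above TPM 1 per cell, and no cell had fewer than 9. Of 10 blood markers the median was 4, with a range of 1 to 7. Laptm5 and Lcp1 were above TPM 1 in 48 and 49 cells, although Ptprc was listed at 0 in all 50. The medians were 2 of 6 measured megakaryocyte markers, 1 of 6 myeloid markers and 0 of 5 erythroid, 0 of 5 mesenchymal and 0 of 1 pluripotent markers. At least 3 erythroid markers were found in 2 cells, at least 3 megakaryocyte markers in 6 and at least 3 myeloid markers in 7. The only pluripotent marker measured, of 7 listed, was Klf4. It was above TPM 1 in 12 of 50 cells, so its median of 0 says little about such cells. The endothelial list shares Cdh5, Pecam1, Tek and Esam with genes the study plotted or sorted on.

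Of the genes quoted from the study, Procr, Cdh5, Esam and Fli1 were above TPM 1 in 50 of 50 cells here. Sox7 was above TPM 1 in 47 of 50, Mycn in 41, Hoxb5 in 40, Erg in 38, Lmo2 in 33 and Bcl11a in 14. The counts quoted from the study above are of another population with another denominator, so no direction is given.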
